A study of Mus musculus with 2 samples. Its data were reported in "A Novel Therapeutic Strategy for Bone Marrow Failure: Niche Rejuvenation Using Costal Cartilage‐Derived Stem Cells" (2025).

How the data were processed

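Single-cell RNA sequencing had been performed on 1 library of primary CDSCs and 1 library of cultured CDSCs (passages 2 to 3). Per the study, 20000 viable mouse cells were prepared for library construction. The groups were taken from the treatment labels. The labels give bone marrow as the tissue and costal-cartilage-derived stem cells as the cell type of both libraries, and the study's methods describe rib cartilage of newborn mice that were either CD45.1 or ZsGreen. Per the file headers, the authors used Cell Ranger 7.0.0, and the deposited values were raw UMI counts per gene and cell barcode, as whole numbers without normalisation. The authors had aligned reads to GRCm38 and called cell barcodes. The annotation release was not stated. Gene names were those of the files. The study then excluded low-quality cells on UMIs, genes and mitochondrial share with thresholds that were not given, so the filter below was set independently.

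A barcode was kept with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs. Scrublet, run in scanpy 1.11.5, called only 1 doublet in the primary and 2 in the cultured library by its automatic threshold and had therefore not worked. The cells with the highest scores were left out in its place, at 0.8% per 1000 deposited barcodes, which removed 1118 primary and 461 cultured cells. Such scores miss doublets of like cells, so cells of very high UMIs remain possible doublets. Of the 11896 primary barcodes, 150 failed the filter, and of the 10798 cultured barcodes, 5460 did.

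Counts were summed over the kept cells of each library and scaled to CPM. A log2 ratio is the cultured over the primary CPM, with counts under 3 raised to 3, and no ratio was given where both counts were at or under 3. Summed counts have exact Poisson intervals, shares of cells exact binomial (Clopper-Pearson) intervals, and ratios exact conditional intervals, all at 95%. Cells are not replicates, and with 1 library per group no test was run. The depth was 114579601 UMIs for the primary and 293495929 UMIs for the cultured library, so counting error was small for all but rare transcripts, while differences between animals, preparations and sequencing runs could not be estimated.

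Before the data were examined, the comparisons, the 18 gene lists, the cell type markers, the main settings and most alternatives were fixed. The genes named are the 13 study markers, the 8 highest and 8 lowest genes by log2 ratio among those with at least 100 CPM in either library without mitochondrial and ribosomal protein genes, and members of gene lists with at least 10 CPM. The lists covered the study markers, 12 cell types, niche cytokines, immediate early genes, S and G2M phase genes and sex-linked genes. Several lists share members, for instance Col1a1, Cxcl12 and Acan. The study markers are those that the study reported on these same libraries, and how it chose them was not stated. A list median was set against 10000 random lists matched on mean expression, as a description of these libraries. Outside the fixed lists, ZsGreen was taken up after its values in the libraries were seen, and members of the fixed lists such as the Y-linked genes and Col2a1 were singled out for closer tests after their library values were seen. Coordinates came from GENCODE M21, a GRCm38 annotation, by gene identifier.

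Shares of cells with a UMI, genes per cell and cycling cells were compared after thinning each cell without replacement to 5000 UMIs, the 10th percentile of UMIs per cell in the library of lower median, rounded down to a multiple of 500. Cells under 5000 UMIs were left out. A cell counted as cycling with at least 3 UMIs of the S list or of the G2M list.

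Each library was clustered on its own with the Leiden method (leidenalg 0.10.2) at resolution 0.5 on 20 neighbours in 10 principal components of 2000 variable genes. A gene marked a cluster with at least 50 CPM and a 4-fold excess over the other cells of the library. A cluster took the name of the class with the most of its fixed markers, if it had at least 3 of them, at least 1 among its 10 leading genes by fold, and no other class had more there. A cluster where no class reached 3 markers was chondrocyte-like if at least 3 chondrocyte markers had at least 1000 CPM. This last step rests on abundance alone, and free RNA, if present, could carry chondrocyte transcripts into other cells of the primary library. Clusters with markers of several classes and at least 100 cells were clustered again with 10 neighbours and resolution 1.0. The markers were fixed in advance, but the scoring was not. It had 3 versions and was changed 2 times after its names had been seen, the last time because a cluster led by mast cell genes had been named mesenchymal fibroblast-like. The earlier versions are given as alternatives.

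Cross-library neighbours were counted on equal numbers of cells in 10 principal components of 2000 variable genes, and again after CCA integration in Seurat 5.3.0. TMM factors came from edgeR 4.0.16 in R 4.3.3, without any edgeR test. Other alternatives were every deposited barcode, a stricter filter of at least 1500 genes and at most 5% mitochondrial UMIs, no doublet removal, CPM without mitochondrial and ribosomal protein genes, the mean of CPM per cell, removal of haematopoietic-like, erythroid-like and endothelial-like clusters, minimums of 1 and 50 CPM, thinning to 7000 UMIs, no thinning, other resolutions, components and neighbours, and, added after seeing the data, at least 5000 UMIs per cell, at least 10 UMIs of a cell cycle list and the earlier naming rules. A list median within 0.1 of its main value was taken as the same, and a share or gene within its counting interval.

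The calculations ran in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The gene step was tested on simulated counts drawn from the primary library for 21849 genes, in which 200 genes had been changed 8-fold. All 200 were recovered at 4-fold and 0 unchanged genes were called. The simulated counts carried counting error alone. The trajectory analysis of the study was not repeated, since pseudotime between 2 single libraries has no replicate check.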

Results

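Costal-cartilage-derived stem cells (CDSCs) were isolated from the rib cartilage of newborn mice by enzymatic digestion and sorted for cells that lack CD45, a protein of blood cells, and carry CD51, an integrin. The study asked whether CDSCs change when they are expanded in culture. Single-cell RNA sequencing had been performed on 1 library of primary CDSCs and on 1 library of cultured CDSCs at passages 2 to 3. The measurements were counts of unique molecular identifiers (UMIs), each standing for 1 captured transcript, per gene and cell barcode. With 1 library per group there was no spread between replicates, so no difference below has a replicate check and no test was performed. Below, rose and fell compare the 2 libraries, which may come from different animals, and do not follow the same cells into culture. All intervals are exact 95% intervals and cover counting error only.

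The primary library held 11896 barcodes with 137359014 UMIs in all. After the cell filter and the removal of presumed doublets, 10628 cells with 114579601 UMIs were kept, with a median of 9616 UMIs and 2865.5 genes per cell. The cultured library held 10798 barcodes with 336427977 UMIs. The filter left out 5460 of these barcodes (50.6%), and 4877 cells with 293495929 UMIs were kept, with a median of 54799 UMIs and 7326 genes per cell. When each cell was thinned to 5000 UMIs, which left out 784 primary and 781 cultured cells, the median was 1918 genes per primary cell and 2284 genes per cultured cell. A count of 3 corresponded to 0.0262 CPM, counts divided by the total of the summed library and scaled to a common total, in the primary library and to 0.0102 CPM in the cultured one.

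**Figure D1:**
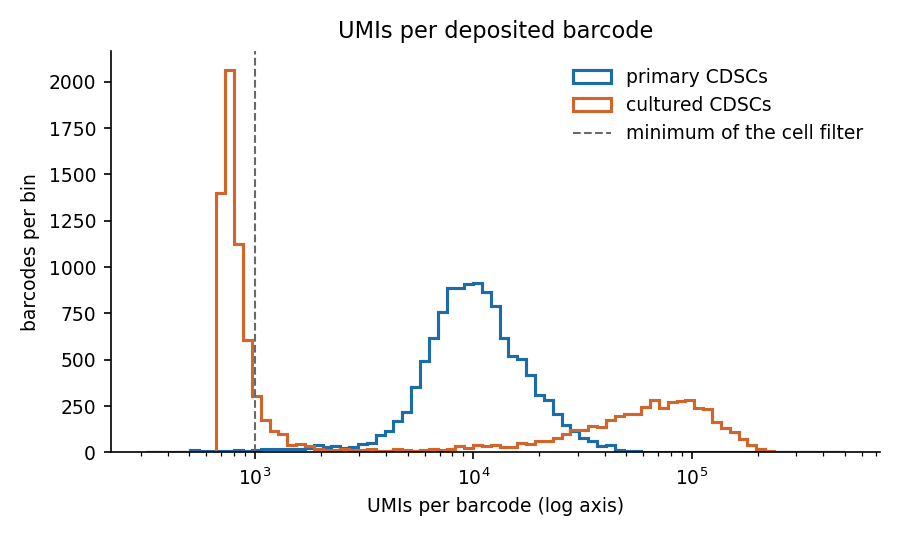
Number of deposited barcodes per bin (vertical axis) against UMIs per barcode (horizontal log axis) for each library, with the minimum of 1000 UMIs of the cell filter as a dashed line. The cultured library has a separate group of shallow barcodes, 6024 of them under 2000 UMIs, and the primary library has 228.

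The study separated primary and cultured CDSCs on a UMAP after integration of the libraries. Here the separation was measured as the share of each cell's 20 nearest neighbours that came from the other library, over 4877 cells of each library in 10 principal components. Without integration this share was 0.106%. Integration by canonical correlation analysis (CCA), which removes differences between libraries by design, moved it most, to 7.90%. Each group was 1 library, so the share measures library and group together.

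Clusters were made within each library alone, and classes were named from markers of each cell type. In the primary library, 8 of 15 clusters were chondrocyte-like and held 10400 of 10628 cells (97.9%, interval 97.6% to 98.1%). This share changed most, to 98.7%, when cells with under 5000 UMIs were left out, an alternative chosen after seeing the data. The stress genes Hspa1a and Hsph1 were among the leading genes of 1 chondrocyte-like cluster, and cell division genes such as Cenpf and Top2a led a chondrocyte-like cluster of 161 cells. The other 228 primary cells comprised 45 mesenchymal fibroblast-like cells led by Col1a1 and Postn, 28 smooth muscle and pericyte-like cells led by Rgs5 and Notch3, 21 endothelial-like cells with Flt1 and Cdh5 among their leading genes, and 134 cells in 4 unnamed clusters. Of the unnamed clusters, 1 with 25 cells was led by Cma1, Mcpt4 and Cpa3. The others, with 42, 35 and 32 cells, carried Pdgfra, Prrx1, Col1a1, Col1a2, Col3a1 and Twist1 as markers, as the fibroblast-like cluster did. The tenocyte markers Tnmd and Thbs4 were among their leading genes, which kept them unnamed under the rule. The 45 fibroblast-like cells may therefore understate the cells of this kind.

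In the cultured library, 10 of 14 clusters, with 4750 of 4877 cells (97.4%, interval 96.9% to 97.8%), stayed unnamed. Their leading genes included Mmp13 and Comp in the largest cluster of 1477 cells, Hmcn1 and Il1rl1 in a cluster of 500 cells, Cenpf and Cenpe in a cluster of 374 cells and histone genes in a cluster of 239 cells. A pair of unnamed clusters with 846 and 26 cells had medians of 1272.5 and 1239.5 UMIs per cell. No cultured cluster met the rule for chondrocyte-like cells. A marker needed a 4-fold excess over the other cells of the library, and only chondrocyte-like clusters could be named by abundance. A class spread over most cultured cells would therefore stay unnamed, so the unnamed share does not show that stromal classes were absent. There were 62 smooth muscle and pericyte-like cells, 49 mesenchymal fibroblast-like cells and 16 haematopoietic-like cells, the last led by Pf4 and Lyz2. These small classes depended on the settings. Without doublet removal, 187 of 5338 cells (3.50%) were mesenchymal fibroblast-like and no cluster was smooth muscle and pericyte-like. No cluster was haematopoietic-like with 30 components or with at least 5000 UMIs per cell. The names were rebuilt from markers, so a difference from the populations of the study can come from the naming.

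The study compared 13 marker genes between primary and cultured CDSCs, and 10 of the 13 had a higher CPM in the cultured library. This count was 10 under each of the other cell filters and scalings tried. All coordinates are on GRCm38. Of the genes the study used as markers of bone marrow stromal cells, Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) was at 1.39 CPM (1.18 to 1.62) in the primary library and 550.3 CPM (547.6 to 553.0) in the cultured library, a log2 ratio of 8.63. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) rose from 54.2 CPM (52.9 to 55.6) to 6602 CPM (6593 to 6611), a log2 ratio of 6.93. Prrx1 (ENSMUSG00000026586, chromosome 1, 163245119 to 163313710) rose from 48.4 CPM to 480.2 CPM, a log2 ratio of 3.31. Kitl (ENSMUSG00000019966, chromosome 10, 100015630 to 100100416) rose from 6.23 CPM to 61.7 CPM, a log2 ratio of 3.31. Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) rose from 126 CPM to 1236 CPM, a log2 ratio of 3.30. Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) rose from 15.6 CPM to 85.8 CPM, a log2 ratio of 2.46.

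Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042), used as a marker of osteoblasts, was at 143 CPM in the primary and 702 CPM in the cultured library, a log2 ratio of 2.29. The 228 primary cells outside the chondrocyte-like clusters gave 90.3% of the Col1a1 counts of their library. They also gave 50.3% of its Cxcl12 counts, 41.3% of its Vcam1 counts and 24.1% of its Kitl counts. For Pdgfra, Prrx1, Acta2, Ly6a, Spp1, Emb, Sox9 and Acan they gave 7.90% or less. In the chondrocyte-like cells alone Cxcl12 was at 0.699 CPM. With each cell weighing the same the log2 ratio of Col1a1 was 1.44. Of the genes used as endothelial markers, Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) rose from 0.655 CPM (0.515 to 0.821) to 19.0 CPM (18.5 to 19.5), a log2 ratio of 4.86. Emb (ENSMUSG00000021728, chromosome 13, 117208536 to 117274415) rose from 32.5 CPM to 110.5 CPM, a log2 ratio of 1.77. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), which encodes Sca1, rose from 46.4 CPM to 151 CPM, a log2 ratio of 1.70. Ly6a belongs to a gene family of similar members, and reads shared among them are uncertain.

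The genes lower in the cultured library were the endothelial marker Cdh5 and the chondrocyte markers Sox9 and Acan. Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) was at 1.31 CPM (1.11 to 1.54) in the primary library and 0.0579 CPM (0.0337 to 0.0927) in the cultured library, from 150 and 17 counts, a log2 ratio of -4.50. Of the primary Cdh5 counts, 83.3% came from cells outside the chondrocyte-like clusters, and without haematopoietic-like, erythroid-like and endothelial-like clusters the log2 ratio was -2.40. Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) was at 1308 CPM in the primary and 81.0 CPM in the cultured library, a log2 ratio of -4.01. Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099) was at 1940 CPM in the primary and 2.39 CPM (2.22 to 2.58) in the cultured library, a log2 ratio of -9.66.

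**Figure D2:**
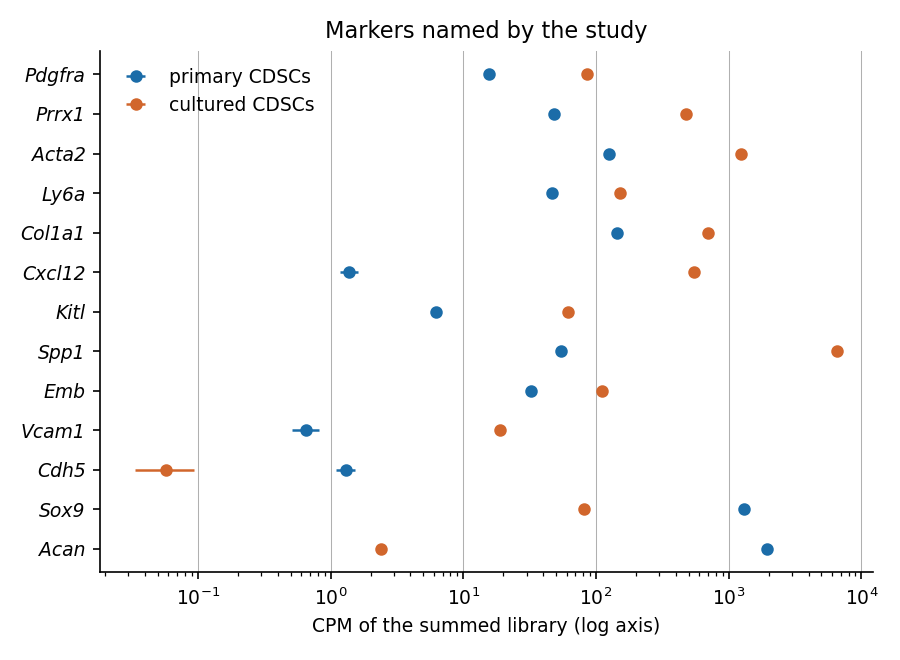
CPM (horizontal log axis) of the 13 markers in the summed primary and cultured libraries, with exact 95% Poisson intervals as bars, most of them narrower than the points. Cdh5, Sox9 and Acan are lower in the cultured library and the other 10 genes are higher.

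The share of cells with at least 1 UMI of a marker was compared at 5000 UMIs per cell, over 9844 primary and 4096 cultured cells. It was higher in cultured CDSCs for 10 of the 13 markers, and the unthinned shares gave the same count of 10. Cxcl12 was detected in 0.589% (0.448% to 0.761%) of primary and 63.6% (62.1% to 65.1%) of cultured cells, against 1.06% and 89.2% unthinned. Spp1 was detected in 13.6% of primary cells and in 4055 of 4096 cultured cells, against 19.9% and 99.9% unthinned. Prrx1 was detected in 20.3% and 83.5%, against 33.6% and 90.7% unthinned. Col1a1 was detected in 4.19% and 81.2%, and Acta2 in 16.1% and 59.5%. Ly6a was detected in 12.6% and 31.9%, against 20.5% and 69.1% unthinned. Vcam1 was detected in 0.244% and 7.79%, and Acan in 98.8% and 0.879%. Sox9 was detected in 94.8% and 30.5%, against 95.7% and 72.8% unthinned. Cdh5 was detected in 0.213% of primary cells and in 0 of 4096 cultured cells, for which the interval reached 0.0900%.

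Free RNA in the droplets can give such UMIs, so the same shares were taken in cells of other types. The 16 haematopoietic-like cells of the cultured library had a median of 24060.5 UMIs before thinning, against 54897 in the unnamed cells. Among the 12 of them that were thinned, Spp1 was detected in 100%, Prrx1 in 41.7% (15.2% to 72.3%) and Cxcl12 in 33.3% (9.92% to 65.1%). Ly6a was detected in 16.7% (2.09% to 48.4%) and Vcam1 in 8.33% (0.211% to 38.5%). Acta2 was detected in 33.3% (9.92% to 65.1%), Sox9 in 8.33% (0.211% to 38.5%) and Col1a1 in 6 of these 12 cells (21.1% to 78.9%). Of the 13 markers, only Prrx1 and Col1a1 had a cultured share above the interval of these cells, and the shares of the other 11 lay inside intervals that 12 cells leave wide. In CPM, all 16 cells together were at 108 for Cxcl12 (80.5 to 141), 149 for Prrx1 (117 to 188) and 2812 for Spp1 (2664 to 2965). The unnamed cultured cells were at 554, 476 and 6723. For Ly6a the 16 cells were at 27.0 (14.4 to 46.1) against 143. They were at 124 for Emb (94.9 to 160.1), 45.6 for Kitl (28.6 to 69.1) and 12.4 for Vcam1 (4.57 to 27.1), against 108 for Emb, 62.6 for Kitl and 17.5 for Vcam1 in the unnamed cells, all 3 inside the intervals. The 21 endothelial-like cells of the primary library had a median of 7999 UMIs before thinning, against 9696 in the chondrocyte-like cells. Among the 13 of them that were thinned, Acan was detected in 46.2% (19.2% to 74.9%) and Sox9 in 23.1% (5.04% to 53.8%).

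Over 9117 genes with at least 10 CPM in either library, 961 were at least 4-fold higher and 520 at least 4-fold lower in the cultured library, 1481 in all. The alternative that moved this total most was a minimum of 1 CPM, with 2567 genes. The median log2 ratio of the 9117 genes was 0.37. Scaling by the trimmed mean of M-values (TMM) moved this median by -0.22, to 0.15 over 9075 genes, and gave 795 genes higher and 611 lower. The higher genes were 64.9% of those apart in the main scaling and 56.5% under TMM.

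Genes with at least 100 CPM in either library were ranked by log2 ratio, mitochondrial and ribosomal protein genes left out. The 8 highest in the cultured library were Aldh1a7, Vgll3, Igfbp2, Ereg, Cyp1b1, Fgf10, Bdnf and Il1rl1, with log2 ratios from 11.62 to 9.42. Igfbp2 was at 0.332 CPM (0.235 to 0.455) in the primary and 704 CPM in the cultured library. The 8 lowest were the reporter gene ZsGreen and Chad, Snorc, Col9a2, Ucma, Clec3a, Col9a3 and Col11a2. ZsGreen had 51161 counts in the primary library and 0 in the cultured library, and the exact interval of its log2 ratio ended at -15.12. The other 7 had log2 ratios from -15.31 for Chad to -11.15 for Col11a2. Col9a3 was at 7428 CPM in the primary and 2.68 CPM in the cultured library. With each cell weighing the same, the log2 ratio of Chad, which had 11 cultured counts, was -12.70.

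Fixed gene lists were compared as sets, each by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean expression. Of 18 lists, 9 had a median above 0. With members under 10 CPM left out, the alternative that moved this count most, 11 of 16 lists did, and the erythroid and Schwann lists had 0 such members. The chondrocyte list had a median of -9.66 (percentile 0 of the random lists), with all 13 members lower. Col2a1, its most abundant member, was at 52850 CPM in the primary and 483 CPM in the cultured library. The hypertrophic chondrocyte list had a median of -1.87 (percentile 2.72). The list of CAR (Cxcl12-abundant reticular) and perivascular stromal cells had a median of 2.80 (percentile 100), with 8 of 10 members higher. The 2 lower members were under 10 CPM, and Foxc1 counted as higher at a log2 ratio of only 0.0139. Its members Cxcl12, Kitl and Vcam1 are also study markers. The niche cytokine list had a median of 2.41 (percentile 100), with 14 of 16 members higher, among them Csf1 at 14.5 and 224 CPM, Il6 at 0.663 and 24.2 CPM and Ccl2 at 0.916 and 26.3 CPM in the primary and cultured library. Its members Vegfa and Tgfb1 had log2 ratios of -0.44. The list of the 13 study markers had a median of 2.46 (percentile 100).

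The mesenchymal fibroblast list had a median of 1.53 (percentile 99.5) over members that moved apart, and of 0.76 over its 9 members with at least 10 CPM. Of its 10 members 7 were higher, while Dcn fell from 1373 to 66.7 CPM, Lum from 808 CPM at a log2 ratio of -5.75 and Col1a2 from 679 to 187 CPM. The smooth muscle and pericyte list had a median of 1.80 (percentile 99.04), with 5 of 8 members higher and Cspg4 and Mcam among the 3 lower ones. The osteoblast list had a median of 0.0024 (percentile 48.2), which changed sign under TMM, at -0.20, under the stricter cell filter and with each cell weighing the same. Over its 3 members with at least 10 CPM, Col1a1, Runx2 and Spp1, the median was 2.29. The endothelial list had a median of -3.93 (percentile 0.0200), with 7 of 9 members lower. Its 2 members with at least 10 CPM, Egfl7 and Eng, were higher, with log2 ratios of 1.12 and 0.61.

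Lists of other tissues had few members with at least 10 CPM. The tenocyte list had a median of -4.20 (percentile 0.0100), with Tnmd and Thbs4 lower and Scx higher at a log2 ratio of 1.57. The skeletal muscle list had a median of -1.19 (percentile 10.6), the Schwann list -1.03 (percentile 19.6), the erythroid list -5.36 (percentile 0.0200) and the haematopoietic list -0.07 (percentile 35.9). The erythroid median was -9.13 with every barcode and -1.23 with each cell weighing the same. The haematopoietic median became 0.81 with each cell weighing the same and 2.35 for Lyz2, its only member with at least 10 CPM. The immediate early list, which includes the stress genes Hspa1a and Hspa1b, had a median of -3.58 (percentile 0), with all 11 members lower, such as Fos at 5420 and 309 CPM. The sex-linked list had a median of 9.34 (percentile 100) over 4 members with a value.

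**Figure D3:**
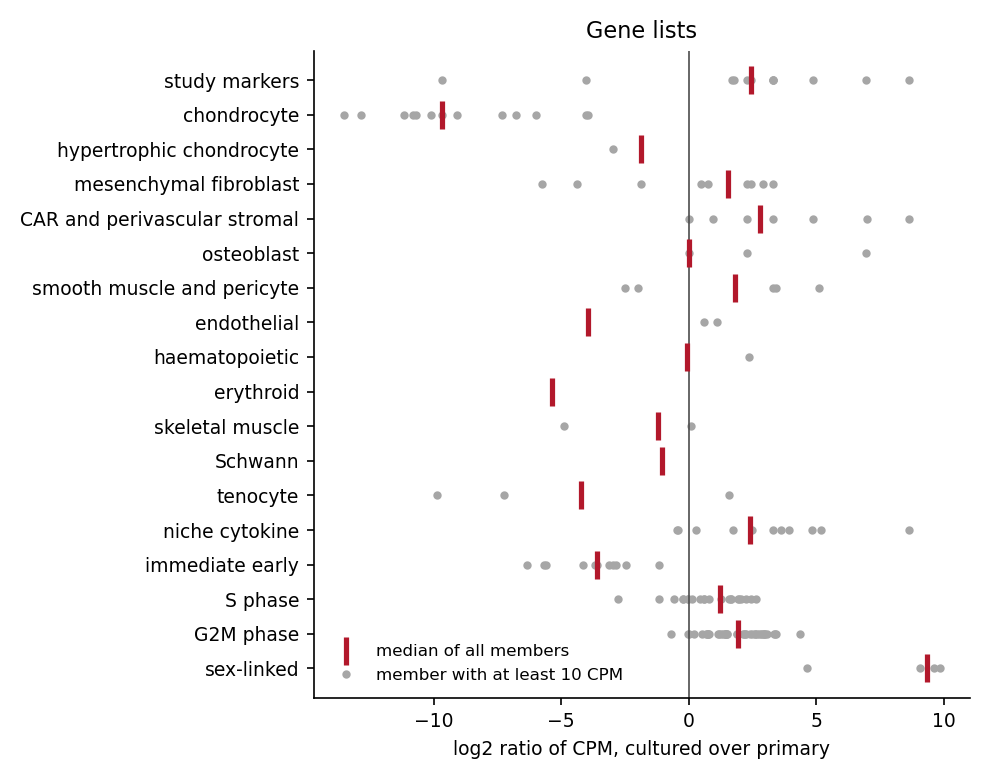
Log2 ratio of CPM, cultured over primary (horizontal axis), for each of the 18 gene lists. Red bars are list medians over all members with a value and grey points are members with at least 10 CPM. The chondrocyte and immediate early members all lie below 0, whereas the osteoblast median of 0.0024 changes sign under TMM, the stricter filter and equal weights of cells, and is 2.29 over its members with at least 10 CPM.

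Cell cycle genes were compared because cultured cells had been expanded. The median log2 ratio was 1.22 (percentile 99.9) for the S phase list and 1.94 (percentile 100) for the G2M phase list. By the fixed rule of at least 3 UMIs of either list at 5000 UMIs per cell, 72.8% (71.9% to 73.7%) of primary and 82.2% (81.0% to 83.4%) of cultured cells counted as cycling. The rule marked most cells of both libraries and so was not specific. With at least 5 UMIs the shares were 28.8% and 50.5%. With at least 10 UMIs, an alternative chosen after seeing the data, they were 2.76% and 19.1%. Unthinned, with at least 3 UMIs, the shares were 92.0% and 92.0%.

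Donor-linked transcripts were read beside the markers, as a description of the libraries. Kdm5d was at 0.0175 CPM (0.0021 to 0.0631) in the primary and 14.0 CPM in the cultured library, Uty at 0.0785 and 61.5 CPM, and Eif2s3y at 0.0611 and 56.2 CPM. ZsGreen was at 447 CPM in the primary library, and its 0 cultured counts allow up to 0.0126 CPM.

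**Figure D4:**
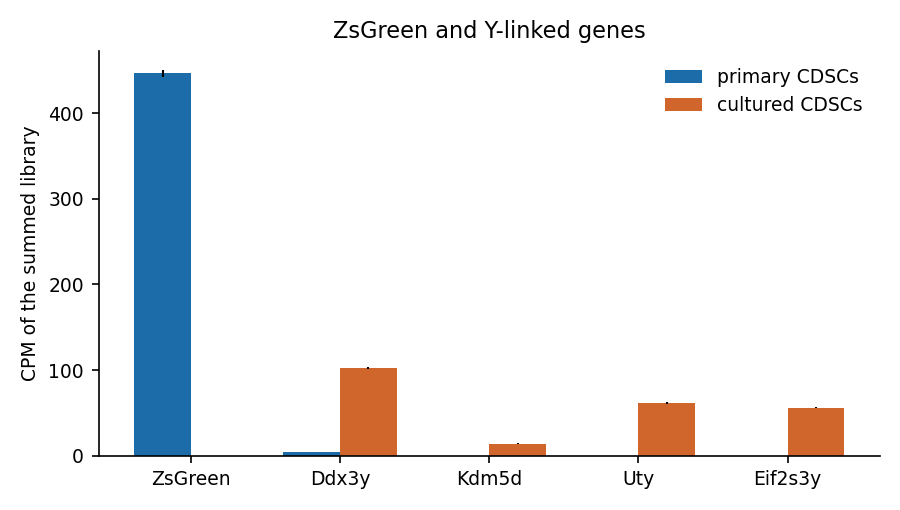
CPM (vertical axis) of the reporter ZsGreen and of 4 Y-linked genes in the summed primary and cultured libraries, with exact 95% Poisson intervals as error bars. ZsGreen is at 447 CPM in the primary library with 0 counts in the cultured one, and Uty is at 0.0785 and 61.5 CPM.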

Values the study reported

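By flow cytometry, which measures protein on cells, the study reported that about 98% of the cells isolated from costal cartilage were CD45-negative and CD51-positive. Primary CDSCs were reported to lack markers of bone marrow stromal cells other than Sca1. In culture, stromal markers were reported to increase with passage. Of cultured CDSCs the study reported that about 50% carried markers of CAR cells, 60% carried markers of Nestin-positive cells and 40% carried Sca1. The denominators are cells stained for flow cytometry, and they differ from the sequenced cells.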

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

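The tests of mitochondrial share, of silencing and of rare male cells were chosen after the results they measure were seen. The test of cell cycle UMIs in shallow barcodes was written down before its value was computed. The test of ZsGreen and Y-linked genes across clusters was written down before the values of clusters were computed, but after the values of the libraries and the Y-linked counts of single cells had been seen, so its outcome was partly known.

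The cultured library held a large group of barcodes that the main comparisons do not use. The cell filter left out 50.6% of its barcodes, against 1.26% in the primary library. There were 6024 cultured barcodes under 2000 UMIs (55.8%), with a median of 785 UMIs, and 664 of them were kept by the filter. Damaged cells that lost cytoplasmic RNA would show a raised mitochondrial share, but the median in these barcodes was 0.400%, below the 2.37% of cultured barcodes with at least 5000 UMIs. Empty droplets that hold free RNA may be part of the group. Thinned to 500 UMIs, the G2M list had a variance over mean of 1.21 in these barcodes, between the value of 1 that draws from a single pool give and the 3.38 of deep cultured cells. The 664 kept ones were at 1.82. The value for the whole group was too high for empty droplets alone. It was below that of deep cells, but the share of dividing cells among shallow intact cells was not known. The test therefore cannot exclude intact cells. A mixture stays open, and the share of each part was not estimated. No biological explanation was tested.

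ZsGreen, the reporter of one of the mouse lines used by the study, was at 447 CPM (443 to 450) in the primary library and had 0 counts in the cultured library. The Y-linked genes Kdm5d, Uty and Eif2s3y together were at 132 CPM in the cultured library and had 18 counts in the primary library. Ddx3y was at 102 CPM and 4.08 CPM, and reads shared with its X-linked copy are uncertain. Both signals lie above the limit that a count of 0 allows. Silencing of the transgene in culture cannot be the whole cause, because the Y-linked genes, at 132 CPM, differed as well. Donor animals of different sex and genotype are a candidate explanation. In each cultured cluster of at least 100 cells the 4 Y-linked genes were at 123 CPM or more and ZsGreen at 0, while in each primary cluster of that size ZsGreen was at 304 CPM or more and the Y-linked genes at 4.71 CPM or less. A few male cells without the reporter in the primary library could also have taken over in culture. The 3 Y-linked genes there reached 0.119% of their cultured CPM, which neither shows nor excludes such cells at this depth. A different donor would mean that the comparison of primary with cultured CDSCs is also one between animals, and sex and strain differences stay open as an untested part of every difference reported above.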

How the results depend on the processing

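The settings of at least 5000 UMIs per cell, at least 10 UMIs of a cell cycle list and the earlier versions of the naming rule were chosen after seeing the data. The count of 10 of 13 markers higher in cultured CDSCs was the same under all 8 alternatives for CPM, and the count of 10 for shares of cells under the 5 alternatives that could change it. At least 5000 UMIs per cell repeats the thinned shares and the share of cycling cells by construction, because thinning already leaves out shallower cells, and is no check of them. The number of lists with a median above 0 was 8 or 9 of 18 under the other filters and scalings, with 9 as the main value, and 11 of 16 with members under 10 CPM left out. Of the named genes, the 13 study markers and the 8 highest and 8 lowest genes, 29 in all, were followed singly. None of these 29 changed direction in 232 combinations of gene and alternative. Their largest move in log2 ratio was 2.61, for Chad with each cell weighing the same. The other list members were not followed singly, and Runx2, with a log2 ratio of 0.0024, changes sign under TMM.

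The 1481 genes at least 4-fold apart became 2567 with a minimum of 1 CPM and 755 with a minimum of 50 CPM, since these minimums change the number of genes compared, and ranged from 1406 to 1633 under the other alternatives. The share of cycling cells moved with the rule itself. In primary CDSCs it was 92.0% unthinned, 28.8% with at least 5 UMIs and 2.76% with at least 10 UMIs, and in cultured CDSCs 92.0%, 50.5% and 19.1%. The cultured share was higher at each of these minimums after thinning, and unthinned the rule was saturated. Cross-library neighbours were 0.0302% with 30 components, 0.0500% in thinned cells and 7.90% after CCA, which aligns libraries by construction. For the first and second of these the cause was not tested. The chondrocyte-like share of the primary library was 97.5% without doublet removal and 98.7% with at least 5000 UMIs per cell, and the cause was not tested. It was 97.9% under all 3 versions of the naming rule, whereas the mesenchymal fibroblast-like share of 0.423% was 1.30% under the first version and 0.659% under the second. That share was also 1.01% at resolution 1.0, 0.753% with 30 components and 0.264% with at least 5000 UMIs per cell, so it depended on the clustering as well. The 21 endothelial-like primary cells became 49 under the first version. The 28 smooth muscle and pericyte-like primary cells formed no named cluster under it and became 11 without doublet removal. Both numbers were unchanged under the second version. The cultured fibroblast-like share of 1.00% was 3.50% without doublet removal, 1.60% under the first version of the naming rule and 1.72% under the second. It was 0.738% at resolutions 0.3 and 1.0 and 0.684% with at least 5000 UMIs per cell. The 16 haematopoietic-like cells formed no named cluster with 30 components or with at least 5000 UMIs per cell.

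The osteoblast median of 0.0024, the value of Runx2, changed sign under the stricter filter (-0.014), TMM (-0.20) and the mean of CPM per cell (-0.0909). TMM lowers every log2 ratio by the same amount, so a median this small had to change sign. For the stricter filter and the mean of CPM per cell the cause was not tested. Over its 3 members with at least 10 CPM, Col1a1, Runx2 and Spp1, the median became the value of Col1a1, 2.29. The endothelial median became 0.86 over its 2 members with at least 10 CPM. The haematopoietic median became 0.81 with the mean of CPM per cell and 2.35 over 1 member with at least 10 CPM. Without a change of sign, leaving out members under 10 CPM moved the mesenchymal fibroblast median from 1.53 to 0.76, the S phase median from 1.22 to 0.69, the smooth muscle and pericyte median from 1.80 to 3.30, the tenocyte median from -4.20 to -7.26 and the niche cytokine median from 2.41 to 3.31. It also moved the skeletal muscle median from -1.19 to -2.40, over 2 members. The hypertrophic chondrocyte median went from -1.87 to -2.97, over 1 member. The erythroid median of -5.36 was -9.13 with every barcode and -1.23 with the mean of CPM per cell. Over all alternatives of single genes, lists and shares of cells with a marker or of a class, those printed above included, 140 moved beyond their interval or margin in the same direction, 6 changed sign and 320 did neither. The 320 include values that could not move, so they overstate stability. Examples are the thinned shares with at least 5000 UMIs per cell and lists whose members all have at least 10 CPM. The 6 include the osteoblast change under TMM, which the scaling itself fixed.

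Depth limits the rare transcripts most. Cdh5 had 17 cultured counts, and classes of 12 to 45 cells give wide intervals. No paired analysis was possible because each group had 1 library and no result came from a test.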

Other observations

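The tests of immediate early genes and of endothelial genes were chosen after the results they measure were seen. The tests of outgrowth, of free RNA and of sequencing depth were written down before their values were computed, after the patterns themselves had been seen.

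All 11 genes of the immediate early list, which includes the stress genes Hspa1a and Hspa1b, were lower in cultured CDSCs, with a median log2 ratio of -3.58. Enzymatic digestion of the primary tissue may raise these genes. The tissue of origin, the digestion and the group cannot be told apart here, because only primary cells came straight from digested tissue, and a lower level of these genes in expanded cells stays equally open.

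Ly6a, Vcam1 and Emb, read by the study as endothelial markers, were higher in the cultured library. Endothelial cells in that library would bring the other endothelial genes along, but the endothelial list had a median log2 ratio of -3.93 and a median of 0.232 CPM in the cultured library, against 1.31 CPM in the primary one. Its more abundant members Egfl7 and Eng rose to 10.0 and 18.0 CPM. These values argue against endothelial cells as the source of the rise. A change within the stromal cells was not tested against other sources, and for Emb and Vcam1 the haematopoietic-like cultured cells, at 124 and 12.4 CPM, were at about the level of the unnamed cells. For Ly6a they were at 27.0 CPM (14.4 to 46.1), below the 143 CPM of the unnamed cells.

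Stromal genes rose while chondrocyte genes fell, and outgrowth of the few non-chondrocyte cells of the primary library is a candidate explanation beside a change of the chondrocyte-like cells themselves. Over 9117 genes at 137349 UMIs per class, the cultured library had a mean rank correlation of 0.622 (SD 0.0026 over 20 redraws) with mesenchymal fibroblast-like primary cells and 0.595 (SD 0.0022) with chondrocyte-like ones. This is the direction written down for outgrowth. The values were 0.635 for smooth muscle and pericyte-like cells and 0.598 for endothelial-like cells. The unnamed cells had the highest value of all classes when pooled, 0.645, but they mix clusters with fibroblast and tenocyte markers and a cluster led by Cma1, Mcpt4 and Cpa3. Taken singly, the 4 unnamed clusters were at 0.624, 0.612, 0.610 and 0.607, and the 8 chondrocyte-like clusters ranged from 0.565 to 0.598. A single random subsample per class was tried beforehand and replaced by redraws to give a spread, with the fibroblast-like value above the chondrocyte-like one in both. Redrawing adds counting noise again to small classes and lowers their values. The correlation is across genes, which are not independent replicates, and chondrocyte-like cells that lose cartilage genes in culture would move the same way, so the explanations cannot be told apart. The 45 fibroblast-like primary cells had 0 counts of the 4 Y-linked genes and ZsGreen at 155 CPM. Chondrocyte-like clusters had ZsGreen at 304 CPM or more. The cultured library had 0 ZsGreen counts and, in each cluster of at least 100 cells, Y-linked genes at 123 CPM or more. These values argue against the sampled primary cells of these classes as its direct source. Rarer male cells were not excluded, and the cultured cells may have come from other animals. The correlation compares kinds of cells and cannot show descent.

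Col2a1 fell from 52850 to 483 CPM, and what remained in the cultured library may be free RNA. The 16 haematopoietic-like cultured cells held Col2a1 at 76.9% of its CPM in the unnamed cells, 379 CPM (326 to 439) against 493 CPM. They also held Sox9 at 56.3%, Spp1 at 41.8%, Prrx1 at 31.4% and Cxcl12 at 19.5% of the level in unnamed cells. Free RNA, uptake of material and doublets cannot be told apart in 16 cells, and macrophages can express Spp1 themselves. These cells formed no haematopoietic-like cluster under 2 alternatives, so the reading rests on the main clusters.

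Cultured cells had 2.56 times the median genes per cell of primary cells, and 1.19 times when both were thinned to 5000 UMIs. UMIs per cell depend on the RNA content of a cell as well as on sequencing depth, and these were not separated. Greater sequencing depth is not the whole cause, since the thinned ratio of 1.19 remained, and how much of the difference it covers was not measured.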
